A study of Oryctolagus cuniculus with 4 samples.

How the data were processed

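RNA was sequenced from intact semitendinosus tendons, the hamstring tendon used as a graft in ligament reconstruction, of 4 female New Zealand White rabbits aged 193 days. Per the labels' protocols, surface muscle was scraped from each tendon with a blade before freezing, the frozen tissue was ground, and libraries were made from polyadenylated RNA with a TruSeq kit after a minimum for RNA integrity had been met. The series title speaks of allografts and the design text of autografts, and the sample descriptions call the tendons intact, so they are called intact tendons throughout.

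The deposited values were estimated counts per transcript, not scaled for depth or length, with 1 column per tendon. Kallisto 0.42.4, bcl2fastq, FastQC and the rabbit build OryCun2.0 were named in the submitters' processing notes, without the role of each. Filters and the use of strand were not given in the sources used here. Per the file headers, each transcript came with a gene symbol where it had one, an Ensembl gene identifier, a biotype, coordinates and a length in bases, deposited beside the counts. The table held 21589 transcripts of 20294 genes, of which 20588 transcripts were protein coding and 1001 were pseudogenes. A symbol was given for 13225 genes (65.2%), and 7069 genes had none. The reference table of gene names could not be matched to those identifiers, and unnamed genes were kept in all totals. They held 25.7% ± 0.440 (SD, n = 4) of TPM.

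Counts were summed per gene. TPM, transcript abundances corrected for length and scaled to the same total in each tendon, were computed from the estimated counts and the annotated transcript lengths, which covered 100% of transcripts, and summed per gene. CPM, counts scaled to the same total without length correction, were the alternative. Effective lengths were not used, so very short transcripts have less exact TPM. The mean of 4 tendons is given with its SD. Totals ranged from 19759696 to 30646052 estimated counts per tendon, and 3 counts corresponded to between 0.0979 and 0.152 CPM, a limit that covers counting error only.

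Gene lists (31, covering matrix, tenocyte, muscle, vascular, immune, metabolic and other genes) and the tests of the report were fixed before the data were examined; most tests of explanations in the closing section were chosen later, as said there. The share of each list is the percent of a tendon's TPM taken by its members. Over-representation among the 500 named genes with the highest mean TPM was tested with the one-sided Fisher's exact test against named genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment over lists with at least 5 background members and a threshold of 0.05. Counts rounded to whole numbers were normalised by TMM in edgeR 4.0.16 (R 4.3.3), and the common biological coefficient of variation was estimated with an intercept alone, for genes with at least 1 CPM in at least 2 tendons. A list score is the mean over members of log2(CPM + 1), centred per gene; the SD of the score over tendons was placed among 10000 random lists of the same size matched on expression in 20 bins. Ratios within a tendon were tested with an exact two-sided sign-flip permutation test, for which the smallest p with 4 tendons is 0.125. Dixon's ratio with a critical value of 0.829 was used to find a tendon apart from the others. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.

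Named genes were the 20 with the highest mean TPM, up to 4 per list by mean TPM, the 10 with the largest SD of log2(CPM + 1) among genes with a mean of at least 10 CPM, 19 genes fixed by name, and any gene behind a count of 5 or fewer. Of the genes fixed by name, SCX, COMP, MYH7 and TGFB1 had no entry under those symbols, and 2 of 10 fixed ratios that needed them were left out. Symbols without an entry are not counted as absent expression. Levels are printed for the genes that lead each group and not for every gene of the rule, and 1 of them is not reported here.

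The spread estimate and the range count were tested on simulated data. With no gene changed, a coefficient of 0.3 was recovered as 0.299 over 12758 genes; with 200 genes changed it came out at 0.343 over 12667 genes. Of 100 genes changed 8-fold in 1 tendon, 98% had a range of at least 4-fold, as had 0.992% of 8565 unchanged genes. Alternatives were the other unit, other denominators, other numbers of top genes and backgrounds, DESeq2 1.42.0 size factors, library totals, other filters and pseudocounts, and each tendon left out in turn. The protein interaction networks named in the design text were not analysed here.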

Results

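Poly(A) RNA from 4 intact rabbit semitendinosus tendons, 1 from each of 4 animals, was profiled to describe the transcriptome of the tendon before grafting. All 4 formed 1 group, and the values below describe that group and the spread between its tendons. Tendons 1 to 4 had 19759696, 30646052, 27304439 and 30038827 estimated counts, and 12588 ± 257 genes (SD, n = 4) reached 1 CPM. Spearman correlations of log expression across genes were between 0.958 and 0.979 for the 6 pairs of tendons; genes are not independent replicates. In a check for a library entered more than once, no pair agreed within counting noise.

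The most abundant transcripts included those of mitochondrial respiration and the collagenous matrix. COX1, a mitochondrially encoded subunit of cytochrome oxidase, had the highest mean level at 26676 ± 4481 TPM (SD, n = 4). The first nuclear gene in TPM was DCN, which encodes the collagen-binding proteoglycan decorin, at 14507 ± 4151 TPM (ENSOCUG00000006969.3, OryCun2.0 chromosome 4, 70357305 to 70395211). SPARC, a collagen-binding matrix glycoprotein, reached 11044 ± 4023 TPM, and the type I collagen chains COL1A2 (ENSOCUG00000012264.3, chromosome 10, 34497268 to 34534132) and COL1A1 (ENSOCUG00000012881.2, chromosome 19, 37474894 to 37582234) reached 8636 ± 4974 and 8270 ± 5107 TPM. In CPM, COL1A2 stood first of all named genes at 26783 CPM, above COX1 at 22569 and DCN at 20821 CPM. ACTA1, skeletal muscle actin, stood at 7547 ± 4281 TPM. The 20 most abundant named genes also held MYOC (myocilin) at 7502 ± 3133 TPM, the actin-severing protein gene GSN at 6883 ± 1379 TPM, the translation factor gene EEF1A1 at 10603 ± 709 TPM, and VIM, a mesenchymal intermediate filament gene, at 4881 ± 617 TPM.

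Among matrix genes, small leucine-rich proteoglycans, which bind and space collagen fibrils, took 3.19% ± 0.819 of TPM (SD, n = 4). Besides DCN, this list was led by PRELP at 6986 ± 2059 TPM, FMOD (fibromodulin) at 5987 ± 3055 TPM and ASPN (asporin) at 1682 ± 169 TPM. Elastic fibre and matrix glycoprotein genes took 2.77% ± 0.643, with THBS4, a thrombospondin of tendon and muscle matrix, at 6399 ± 1467 TPM and THBS1 at 2859 ± 972 TPM. Fibrillar collagens took 2.03% ± 1.05, and the type III chain COL3A1 stood at 1399 ± 480.5 TPM. COL11A1, a minor fibrillar chain, stood at 941 ± 468 TPM and COL2A1, the cartilage collagen, at 171 ± 86.9 TPM. Non-fibrillar collagens took 0.384% ± 0.0501, led by COL6A1 at 996 ± 119 TPM. Collagen processing and crosslinking genes took 0.339% ± 0.0782, led by the crosslinking enzyme LOX at 929 ± 410 TPM. Proteases and inhibitors took 0.297% ± 0.0220, with the collagen-degrading cathepsin CTSK at 803 ± 53.9 TPM and MMP2 at 616 ± 186 TPM. Large proteoglycans and hyaluronan genes took 0.0576% ± 0.00588, with VCAN (versican) at 116 ± 28.03 TPM. In tendon 4, glycoproteins took 2.45% and small proteoglycans 2.13%. In CPM, which gives long transcripts more weight, fibrillar collagens took 5.56%, glycoproteins 4.81%, small proteoglycans 3.54%, non-fibrillar collagens 1.25%, processing genes 0.689%, proteases 0.4999% and large proteoglycans 0.340%.

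**Figure D1:**
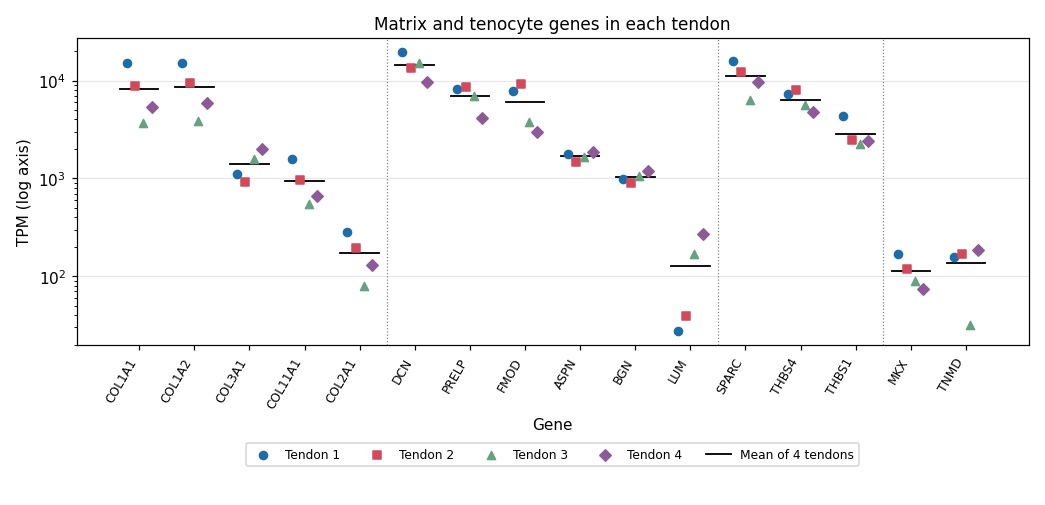
TPM on a log axis of collagens, small leucine-rich proteoglycans, matrix glycoproteins and tenocyte genes in tendons 1 to 4 (points), with the mean of 4 as a bar. COL1A2 lay between 3871 and 15234 TPM, and LUM between 27.7 and 269 TPM.

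Genes of the tenocyte, the resident tendon fibroblast, were detected in all 4 tendons. The tenocyte list took 0.0792% ± 0.0263 of TPM (SD, n = 4), and all 11 measured members had a mean over the 4 tendons of at least 1 TPM. TNMD (tenomodulin) had 136 ± 70.9 TPM and the tendon transcription factor gene MKX 113 ± 41.6 TPM. TNMD was 31.7 TPM in tendon 3 and at least 158 TPM in the other 3 tendons. Growth factors and receptors took 0.464% ± 0.0425, led by the insulin-like growth factor binding protein genes IGFBP6 at 1220 ± 284 TPM and IGFBP5 at 1179 ± 123 TPM, with CTGF at 444 ± 103 TPM. TGF-beta and BMP signalling genes took 0.107% ± 0.0136, with TGFBR3 at 163 ± 44.5 TPM, and 0.212% in CPM. Mesenchymal stem cell surface markers took 0.189% ± 0.0124, with THY1 at 702 ± 143 TPM.

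Skeletal muscle genes were abundant in all 4 tendons, although surface muscle had been scraped off. The 3 muscle lists together took 1.29%, 4.75%, 2.53% and 3.57% of TPM in tendons 1 to 4, a mean of 3.03% ± 1.47 (SD, n = 4). Genes of slow fibres took 1.21% ± 0.599, led by TNNC1 (slow troponin C) at 3782 ± 1956 TPM and TNNI1 (slow troponin I) at 2540 ± 1301 TPM. Genes common to all fibres took 1.64% ± 0.821, with MB (myoglobin) at 2096 ± 799 TPM, DES (desmin) at 859 ± 460 TPM and CKM (muscle creatine kinase) at 746 ± 502 TPM. Fast fibre genes took 0.178% ± 0.154, and 0.103% without tendon 4. Their highest member, TPM1 (tropomyosin) at 878 ± 322 TPM, is also expressed by fibroblasts and smooth muscle, and without it the list took 0.0119%, 0.0486%, 0.0214% and 0.278% in tendons 1 to 4. The muscle stem cell and myogenic list took 0.01995% ± 0.0156, and 0.0123% without tendon 4, led by the developmental myosin gene MYH3 at 58.8 ± 34.2 TPM; in CPM it took 0.0442%.

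**Figure D2:**
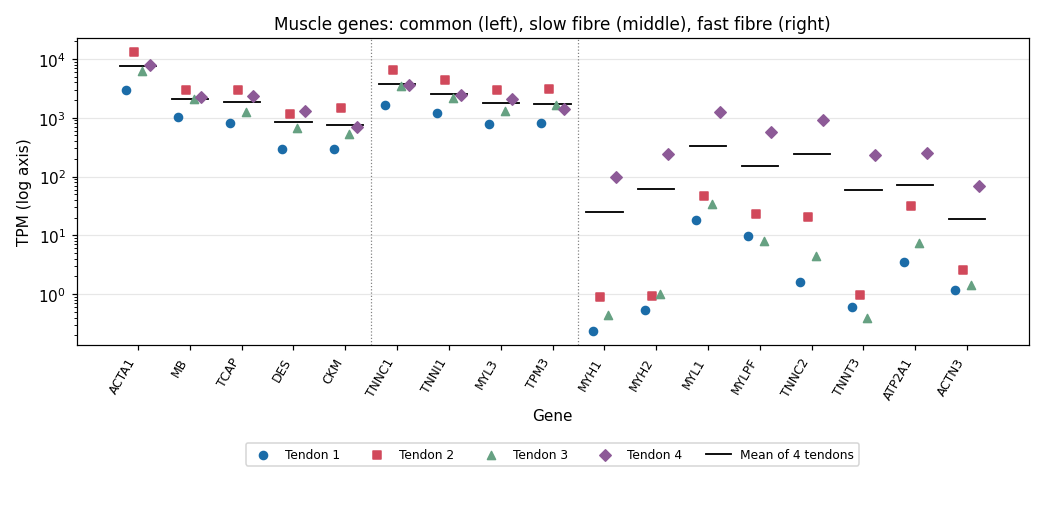
TPM on a log axis of muscle genes in tendons 1 to 4 (points), with the mean of 4 as a bar; dotted lines part genes common to all fibres, slow fibre genes and, with MYL1 from the common list, fast fibre genes. MYH2 stood at 240 TPM in tendon 4 and at most 1.01 TPM in the other 3.

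Other cell types gave smaller signals. Adipocyte genes took 0.0594% ± 0.0380 of TPM (SD, n = 4), with the adipokine gene ADIPOQ at 239 ± 70.9 TPM, and endothelial genes 0.0629% ± 0.0127, with PECAM1 at 89.8 ± 26.4 TPM. Pericyte and smooth muscle genes took 0.0585% ± 0.00740, with PDGFRB at 159 ± 18.1 TPM. Schwann cell and nerve genes took 0.0413% ± 0.00382, of which PMP22, a myelin gene also expressed elsewhere, had 224 ± 40.4 TPM. Cartilage genes took 0.0517% ± 0.0267, with COL11A2 at 239 ± 171 TPM, or 155 TPM without tendon 1. Bone genes took 0.0262% ± 0.0232, mostly SPP1 (osteopontin) at 191 ± 222 TPM; without tendon 4 the share was 0.0147% and SPP1 80.3 TPM. Macrophage genes took 0.0160% ± 0.00856, with the complement gene C1QC at 26.6 ± 13.8 TPM. Lymphocyte genes took 0.00133% ± 0.000611 and erythroid genes 0.000295% ± 0.0000951, although 7 globin and other erythroid symbols had no entry. Inflammatory genes took 0.00904% ± 0.00309, with CCL2 at 9.92 ± 6.14 TPM, and cell cycle genes 0.0117% ± 0.00184, with PCNA at 66.03 ± 5.22 TPM. Other lists were incomplete too. An entry was found for 9 of 14 adipocyte, 9 of 14 lymphocyte, 9 of 14 cartilage, 10 of 16 inflammatory and 12 of 15 cell cycle symbols. IL6, TNF and MKI67 were among those without one, so these shares cover part of each group. In CPM, the shares were 0.197% for cartilage, 0.128% for pericyte, 0.109% for adipocyte, 0.0994% for endothelial, 0.0648% for Schwann cell, 0.0259% for macrophage and 0.00239% for lymphocyte genes.

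**Figure D3:**
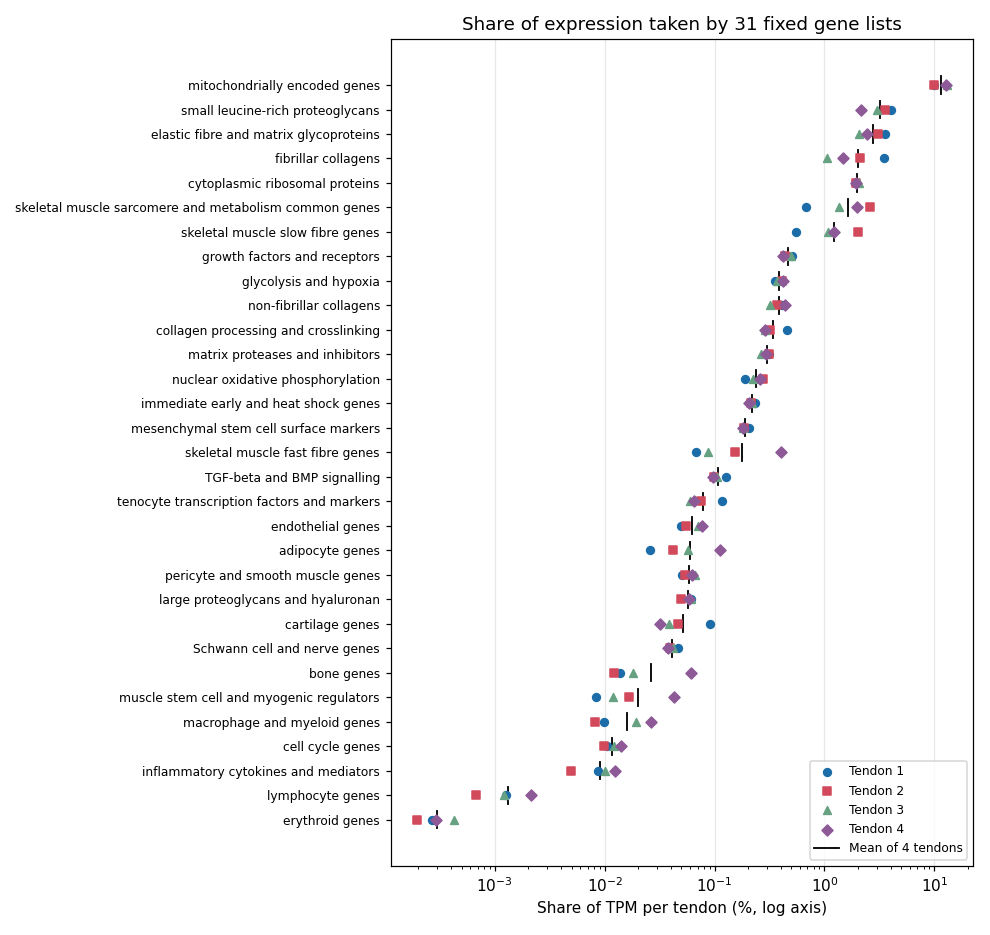
Share of TPM (percent, log axis) of each of the 31 gene lists in tendons 1 to 4 (points), with the mean of 4 as a bar. Mitochondrial genes had the highest mean, 11.4%, and fast fibre genes ranged from 0.0672% to 0.401%.

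Housekeeping and energy genes were the remaining large groups. The 13 mitochondrially encoded genes took 11.4% ± 1.80 of TPM (SD, n = 4), and 5.95% of counts without length correction. Cytoplasmic ribosomal proteins took 1.96% ± 0.0757, with RPL23 at 2383 ± 157 TPM, nuclear oxidative phosphorylation genes 0.236% ± 0.0382, with COX4I1 at 592 ± 76.0 TPM, and glycolysis and hypoxia genes 0.390% ± 0.0315, with ALDOA at 864 ± 132 TPM. Immediate early and heat shock genes took 0.218% ± 0.0110, with the chaperone gene HSPA8 at 1132 ± 83.5 TPM. Of the symbols listed, 18 of 46 for ribosomal proteins and 10 of 27 for nuclear oxidative phosphorylation, alternative names included, had an entry, so these shares cover part of each group. In CPM, ribosomal proteins took 0.974% and nuclear oxidative phosphorylation genes 0.147%.

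The design text names gene enrichment, and matrix, muscle and energy lists were over-represented among the 500 most abundant of 9972 named genes. Of 28 lists tested, 14 passed the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. Among matrix lists, 11 of 24 glycoproteins (adjusted p = 3.49e-08), 9 of 16 collagen processing genes (adjusted p = 7.27e-08), 7 of 12 small leucine-rich proteoglycans (adjusted p = 1.94e-06), 6 of 10 fibrillar collagens (adjusted p = 9.54e-06), 6 of 14 non-fibrillar collagens (adjusted p = 9.18e-05) and 5 of 15 proteases and inhibitors (adjusted p = 0.00132) were in the top 500 by Fisher's exact test. Growth factors also had 5 of 15. Among energy and translation lists, the numbers were 17 of 18 ribosomal proteins (adjusted p = 2.96e-20), 13 of 13 mitochondrial genes, 7 of 17 glycolysis genes and 5 of 10 nuclear oxidative phosphorylation genes. Slow fibre genes had 8 of 9 (adjusted p = 3.04e-09), common muscle genes 10 of 19, and fast fibre genes 3 of 9 (adjusted p = 0.0168). The tenocyte list had 1 of 11 (Fisher's exact test, adjusted p = 0.576) and passed with the top 1000 genes (adjusted p = 0.0326). The endothelial, macrophage, pericyte, myogenic, TGF-beta, inflammatory and cell cycle lists had 0 members in the top 500. The fast fibre call ended without tendon 4 (Fisher's exact test, adjusted p = 0.0673), with the top 250 genes and in CPM, the collagen processing call with the top 250 genes and the nuclear oxidative phosphorylation call in CPM, where the cartilage, large proteoglycan and mesenchymal stem cell marker lists passed instead. Genes are not independent, so these p-values describe these tendons.

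Expression differed between tendons most in muscle, fat and myeloid genes. Each animal gave 1 tendon, so the animal cannot be separated from tissue left after scraping or from library preparation. Of 29 lists, 18 had a score SD at or above the 95th percentile of random lists matched on expression. Random lists were not matched on how far their genes vary together, as genes of 1 cell type or pathway can. A high percentile is therefore not a p-value and does not by itself show unusual variation. Of these 18 lists, 11 remained without tendon 1 and 15 without tendon 4. With all 4 tendons, fast fibre genes had the largest score SD, 2.39 on the log2 scale, with 7 of 8 members highest in tendon 4. Adipocyte genes followed at 1.09, with 9 of 9 members highest in tendon 4, then common muscle genes at 0.89, myogenic genes at 0.88 and slow fibre genes at 0.78, with 8 of 9 slow fibre genes highest in tendon 2. Macrophage genes had 0.72, with 10 of 11 members highest in tendon 4. This order rested in part on tendon 4, where the fast fibre score was 3.45. Over tendons 1 to 3, fast fibre scores ran from -1.82 to -0.283. Common muscle scores ran from -1.18 to 0.671 there, and slow fibre scores from -1.04 to 0.849. Adipocyte scores ran from -1.13 to 0.189 in the same tendons, and myogenic scores from -0.925 to 0.120. Ribosomal protein genes, with a score SD of 0.10, and growth factors, with 0.05, were within the spread of random lists, at percentiles of 58.8 and 25.2. The fast fibre gene MYH2 (ENSOCUG00000022445.1, chromosome 19, 9027578 to 9051481) had 0.548, 0.922, 1.01 and 240 TPM in tendons 1 to 4, and TNNC2 (fast troponin C) had 1.59, 20.4, 4.41 and 926 TPM. MYL1, MYLPF, TNNT3, ATP2A1, ACTN3 and MYH1, which encode fast contractile and calcium-handling proteins, were likewise highest in tendon 4. ND4L, a mitochondrial complex I gene, had 3218, 6.36, 5.55 and 4328 TPM, and in tendons 2 and 3 a pair of unnamed genes of the same transcript length had 1515 and 2668 TPM each. PABPC3, a poly(A)-binding protein gene, had 0.337 TPM in tendon 2 and at least 44.3 TPM in the others.

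The common biological coefficient of variation was 0.264 over 12740 genes (edgeR), with 4 tendons. Of 8784 genes with a mean of at least 10 CPM, 186 had a highest tendon at least 4 times the lowest, with 91 without tendon 1 and 108 without tendon 4. Tendon 4 stood at least 4-fold above all others for 30 genes, tendon 1 for 2 genes, one of them the stress-response gene DDIT4, tendon 2 for 3 genes without symbols, and tendon 3 for 0 genes. Tendons 1 to 4 stood at least 4-fold below all others for 5, 5, 6 and 3 genes, among them the muscle genes TNNT2, XIRP1 and ANKRD2 and the gene TCEAL7 in tendon 1, PABPC3 and CHI3L2 in tendon 2, and TNMD in tendon 3; the 3 genes of tendon 4 had no symbol.

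Type I collagen exceeded type III collagen in all 4 tendons. COL1A1 TPM was 13.6, 9.62, 2.35 and 2.68 times COL3A1 in tendons 1 to 4, and the mean log2 ratio was 2.42 ± 1.28 (SD, n = 4; exact sign-flip permutation test, p = 0.125, adjusted p = 0.143). COL1A2 was 2.48- to 13.6-fold above COL3A1. Without length correction, the gap between COL1A1 and COL3A1 was smaller in all 4 tendons. For COL1A1, TMM-normalised CPM were 28516, 18828, 7126 and 10101 in tendons 1 to 4, against 3617, 3372, 5230 and 6491 for COL3A1. The 2 chains of type I collagen were close in TPM, with COL1A1 to COL1A2 ratios from 0.901 to 0.999. In CPM, COL1A1 had a lower mean, 15846 against 26783 for COL1A2. DCN exceeded BGN, the related proteoglycan biglycan, 20.05-, 15.3-, 14.5- and 8.18-fold, and FMOD exceeded LUM (lumican) 284-, 238-, 22.5- and 11.1-fold. The gap between FMOD and LUM was smaller without length correction. TMM-normalised CPM in tendons 1 to 4 were 5016, 6732, 2517 and 1929 for FMOD and 67.1, 107, 425 and 656 for LUM. TIMP1, a protease inhibitor gene, was 0.0566 to 0.146 times MMP2, and the fast fibre list 0.0774 to 0.330 times the slow fibre list. Without TPM1, an alternative chosen after seeing the data, the fast to slow ratio was 0.0215, 0.0243, 0.0198 and 0.228. These 7 of 8 ratios lay on one side of 1 in all tendons, each with the smallest p that the exact permutation test allows with 4 tendons, 0.125, so none could reach 0.05. The fibrillar collagen list was 2.69 times the muscle lists in tendon 1 and 0.447, 0.417 and 0.415 times in tendons 2 to 4 (mean log2 ratio -0.57 ± 1.33; exact permutation test, p = 0.625), and the mean turned to 1.19 in CPM.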

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

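All tests of explanations in this part were chosen after the result was seen, except the test of long transcripts for type I collagen. Of 189 values tested for a tendon apart from the others, 21 passed Dixon's critical value, where chance gives about 9.45. Gene levels and list shares entered this count in TPM, and several gene calls depended on that scale, as given below. TNMD (0.886), PCNA (0.882) and PMP22 (0.853) passed on log2(CPM + 1) but not in TPM. They were lowest in tendons 3, 1 and 4, respectively. The 10 genes named for their large SD between tendons hold 9 of the 21 values by their selection. Without these 10 genes, 12 of 179 values passed, where chance gives about 8.95. The design holds 1 group, so a difference between animals was not tested for any pattern.

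Several fast fibre genes and MYL1 of the common muscle list, all named for their large SD, stood apart in tendon 4 in TPM. Dixon ratios were 0.998 (MYH2), 0.998 (TNNT3), 0.993 (MYH1), 0.980 (TNNC2), 0.980 (ACTN3), 0.977 (MYL1), 0.973 (MYLPF) and 0.884 (ATP2A1). On log2(CPM + 1), TNNT3 (0.928), MYH2 (0.919) and MYH1 (0.833) still passed. ACTN3 (0.821), MYL1 (0.764), MYLPF (0.750), TNNC2 (0.738) and ATP2A1 (0.468) did not pass on that scale. In TPM, the share of the whole fast fibre list did not pass (0.737). Its most abundant members TPM1 (0.250) and CASQ1 (0.294), a calcium-binding protein gene that was highest in tendon 2, did not pass either. More muscle of the same fibre make-up is argued against, since slow fibre genes had a median log2 ratio of tendon 4 to the mean of the others of 0.077 (interquartile range 0.42). Reads shared among myosin heavy chain genes are argued against as the whole cause, since 4 of 6 fast fibre genes other than myosin heavy chains were at least 4-fold above every other tendon; a first test, on their median of 4.61 (interquartile range 3.80), had left this open and the count was chosen after it. A piece of fast-fibre muscle in tendon 4 alone stays open and cannot be told apart from a difference between animals: that 7 of 8 fast fibre genes were highest there restates the pattern and decides nothing.

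ND4L (mitochondrial genome, 9906 to 10202) was near 6 TPM in tendons 2 and 3, where 2 genes of the same length of 297 bases on an unplaced scaffold each had 1515 and 2668 TPM, against at most 4.94 TPM in tendons 1 and 4. Lower depth is argued against, since the smaller total of tendons 2 and 3 was 27.3 M estimated counts and that of tendon 1 was 19.8 M. Less mitochondrial RNA is argued against, since the other 12 mitochondrial genes had a median log2 difference of 0.18 (interquartile range 0.17). Reads shared among these 3 genes may account for it, although their sequences were not compared. The sum of the 3 had a highest-to-lowest ratio of 1.76, within the 1.27 to 1.90 of the other 12 genes. The 2 scaffold genes had equal estimated counts in each tendon, 14.7, 7694, 12133 and 22.9 in tendons 1 to 4. With ND4L they summed to whole numbers, 9582, 15420, 24292 and 21643, so reads were divided among these 3 genes.

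Type I collagen was higher in tendon 1 than in tendon 3, with COL1A2 TPM 3.94 times and COL1A1 4.14 times as high, while COL3A1 was 0.716 times and LUM 0.164 times as high. Dilution by muscle and mitochondrial transcripts is argued against, since the COL1A2 ratio was 3.74 without them. Loss of long transcripts in tendon 3 is argued against, since COL1A2 lay at the 99.9th percentile of 2143 genes with transcripts of 4000 to 8000 bases. A difference between animals stays open and was not tested.

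The ratio of fibrillar collagens to muscle genes was highest in tendon 1, with a Dixon ratio of 0.960 on the log2 scale. Tendon 4 also stood highest for the neonatal myosin gene MYH8 (0.983), the intermediate filament gene NES (0.924) and the growth factor gene IGF1 (0.907). The same held for the adhesion gene NCAM1 (0.886), SPP1 (0.866) and the bone gene share (0.881). On log2(CPM + 1), MYH8 (0.916) and NES (0.844) still passed, and IGF1 (0.698), SPP1 (0.656) and NCAM1 (0.637) did not. Tendon 1 stood highest for THBS1 (0.896), the phosphatase gene DUSP1 (0.847) and the mesenchymal stem cell marker share (0.834). THBS1 (0.700) and DUSP1 (0.710) did not pass on log2(CPM + 1). Tendon 2 stood lowest for PABPC3 (0.891) and CD44 (0.885), and highest for the ribosomal protein gene RPS14 (0.851). PABPC3 (0.961), CD44 (0.844) and RPS14 (0.910) passed on log2(CPM + 1) as well.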

How the results depend on the processing

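Alternatives for ND4L and TPM1 were chosen after seeing the data; all others were fixed before. Of 1628 alternative values, 1433 stayed within their spread or on their side of the threshold. This count is no measure of stability for list shares with a tendon left out. Such a mean cannot leave the SD of the same 4 tendons. The fast fibre share counts as unmoved, although it was 0.178% with all 4 tendons and 0.103% without tendon 4. In CPM, the fibrillar collagen share was 5.56% and the mitochondrial share 5.95%, as length correction lowers long and raises short transcripts; of 31 lists, 15 had a CPM share over 1.5 times the TPM share and 3 the reverse. Without the 10 most abundant genes, the proteoglycan share was 2.02% and the mitochondrial share 3.78%, since those genes include members of both. The coefficient of variation was 0.292 with no filter beyond 1 count and 0.236 with a filter of 5 CPM, and 0.232 to 0.280 with each tendon left out. The number of genes with a 4-fold range was 91 to 185 with each tendon left out, lowest without tendon 1 and 108 without tendon 4, where fewer tendons alone can narrow a range. The 1 value that turned direction was the mean log2 ratio of fibrillar collagens to muscle genes, 1.19 in CPM, where the collagen share rose as above and the muscle share fell from 3.03% to 2.52%. The fast fibre call was lost with the top 250 genes (adjusted p = 0.358), in CPM (adjusted p = 0.113) and without tendon 4 (adjusted p = 0.0673). The nuclear oxidative phosphorylation call was lost in CPM (adjusted p = 0.129), and the collagen processing call with the top 250 genes (adjusted p = 0.111). Another 5 calls were gained: with the top 1000 genes, the tenocyte list (adjusted p = 0.0326) and mesenchymal stem cell markers (0.00354), and in CPM those markers (0.0216), large proteoglycans (0.00148) and cartilage genes (0.0168). Of the 18 lists at or above the 95th percentile for spread, 11 remained without tendon 1, where the fibrillar collagen, tenocyte, cartilage, endothelial, pericyte, collagen processing and immediate early lists were lost, 17 without tendon 2, 17 without tendon 3, 15 without tendon 4 and 16 with library totals only, where the collagen processing and immediate early lists were lost. With calls gained, 14 lists passed without tendon 1, 19 without tendon 2 and 17 with library totals. With ND4L summed with the 2 scaffold genes of equal length, the mitochondrial score SD was 0.25 and its percentile 99.3. Without TPM1, the fast fibre share of tendon 4 was 5.72 times that of the next tendon. No paired analysis was possible because the series holds 1 group. Estimated counts limit the precision of genes that share sequence, and 4 tendons limit each sign-flip p to at least 0.125.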

Other observations

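The second test of wide ranges below was chosen after the first had left the question open. Genes named in this part were chosen after their values were seen, except ND4L, DDIT4, MYH8, SPP1, CIDEC, LPL, MYOC, DUSP1 and THBS1.

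Tendon 4 held further genes above all other tendons. CHRNG, the embryonic gamma subunit gene of the muscle acetylcholine receptor, had 42.2 TPM there and at most 7.85 TPM in the others, while CHRNE, the epsilon subunit gene of the adult receptor, had 29.6 ± 3.36 TPM (SD, n = 4). CHRND, the delta subunit gene of both receptor forms, had 23.7 TPM in tendon 4 and at most 4.73 TPM in the others. MYH8, the neonatal myosin gene, was 20.9-fold above the next tendon, and ANKRD1, a stress-responsive muscle gene, 7.32-fold. The matrix gene POSTN (periostin) had 1312 TPM in tendon 4 and at most 327 TPM elsewhere, and SPP1 had 522 TPM against at most 120 TPM. The antigen presentation genes HLA-DRA and CD74 were 4.98- and 4.04-fold above the next tendon, and the lipid metabolism genes GPD1, DGAT2, CIDEC and LPL 7.18-, 5.41-, 3.58- and 3.23-fold. PVALB, the fast-fibre calcium buffer gene, had at most 0.373 TPM in any tendon.

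Tendon 1 had 564 TPM of DDIT4 and 211 TPM of DUSP1, both stress-inducible, against at most 129 and 78.6 TPM in the others. THBS1 had 4311 TPM there and at most 2470 TPM elsewhere. Tendon 3 had the highest MYOC, 11961 TPM, and the highest SOD3, an extracellular superoxide dismutase gene, 3132 TPM. Each of these is a single animal.

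The ND4L pattern raised the hypothesis that reads split between genes of similar sequence may explain other wide ranges. Of 34 genes with a range of at least 16-fold, 24 were brought under a 4-fold range by adding 1 gene of the same transcript length; this bound was written before the result was seen. Random genes did so for a mean of 20.3, with a 95th percentile of 24, so the observed number did not exceed its bound and the test left the question open, since an abundant gene of any length narrows a range. In the second test, which asked for a partner among the wide-range genes themselves and left out ND4L and the 2 scaffold genes because they had raised the idea, 2 of 31 genes were brought under a 4-fold range, against a random mean of 0.441 and a 95th percentile of 2. Neither number exceeded its random 95th percentile, and only 5 of the 31 genes had such a partner. A version of the second test that counted ND4L and the 2 scaffold genes exceeded its random 95th percentile and was set aside as circular. Among the wide-range genes, an unnamed gene of 411 bases had 165, 0.586, 175 and 0 TMM-normalised CPM in tendons 1 to 4. Another of 411 bases had 0.235, 201, 0.531 and 188. Their sequences were not compared. Of the 34 genes, 16 had no symbol, 47.1% against 16.8% of all genes tested for range.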
